A study of Mus musculus with 16 samples. Its data were reported in "A maternal brain hormone that builds bone" (2024).

How the data were processed

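Liver RNA was measured by bulk RNA sequencing in 16 female mice aged 27 weeks. Control mice carried the floxed Esr1 gene, which encodes oestrogen receptor alpha. Mutant mice carried in addition a Cre recombinase driven by Nkx2-1, which removes the receptor from part of the hypothalamus. Mice of each genotype were kept on chow or were given a high-fat diet (HFD) for 17 weeks. This gave 4 groups of 4 mice, and each mouse contributed 1 library. The group of every library was taken from the genotype and treatment labels. The labels gave no replicate numbers, so replicates were numbered in the order of the samples within a group, and these numbers do not pair libraries across groups.

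The authors purified total RNA from liver, and a sequencing provider made barcoded libraries with a NEBNext Ultra II kit and sequenced them on a NovaSeq instrument. The authors assigned reads to mouse transcripts (mm10) with kallisto, summed transcripts per gene, and tested genes with sleuth. The version of each tool, the annotation release and the filter were not stated. The values the authors deposited are a signal per gene on the TPM scale (a length-adjusted share of the library), adjusted between libraries by size factors. This unit was inferred from the values: they are fractional, and the column totals range from 905897 to 1119703, where plain TPM would give the same total in every library. Because kallisto splits reads among similar transcripts by estimation, values of near-identical genes and pseudogenes are uncertain. The table lists 15544 gene identifiers, each above 0 in at least 5 libraries. No symbol is given for 5 of them, and 17 identifiers share 8 symbols and were kept apart. No other column of per-library values was left over.

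The TPM scale keeps no sequencing depth, so the depth of each library is unknown, and no counting interval or detection limit was computed. The precision of each value is given by the spread between the 4 mice of a group.

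Differences were tested on log2(value + 1) with limma version 3.58.1 in R version 4.3.3. Genes with a value of 1 or more in at least 4 libraries were kept, which left 12704 genes. All 16 libraries entered 1 fit of 4 group means with no covariate. Empirical Bayes moderation used a trend of the variance with the mean. The 5 contrasts were genotype on chow, genotype on HFD, diet in controls, diet in mutants, and the genotype by diet interaction. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates changes of genes with low values. A count model had been foreseen for count data. It was not applicable to these values, and the limma fit foreseen for normalised values was used.

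Sets of genes were tested with camera at a preset inter-gene correlation of 0.01. The lists were fixed before the data were examined. They covered acute-phase genes, inflammation and fibrosis, interferon response, cholesterol synthesis, lipogenesis, lipid droplets, fatty acid oxidation, female-biased and male-biased liver genes, circadian genes, secreted liver proteins related to bone, adipose tissue, red blood cells, gallbladder and bile duct, and lymphocytes. These 15 lists had at least 5 tested genes, and p-values were adjusted over the 75 tests of 15 lists in 5 contrasts. A further 4 lists had fewer tested genes and were not tested as sets: sex-check genes, pancreas, skeletal muscle, and the genes of interest to the study.

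The genes named in the text followed a rule fixed before the data were examined. Esr1, Nkx2-1, Ccn3, Fst, Grp and Penk were to be reported whatever their values. In each contrast of 2 groups, at most 6 further genes were named, by smallest adjusted p-value, among those past the threshold with an absolute log2 fold change of at least 1 and no overlap between the groups. In the interaction, the adjusted p-value alone decided. Genes outside this rule are named as chosen after their values were seen. Ccn3, Grp, Penk and Nkx2-1 have no row in the table used and were not analysed here.

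Gene positions came from GENCODE release M21 on GRCm38, the assembly also called mm10, matched by gene identifier. This matched 15536 of the identifiers and left 8 without a position. The annotation release may differ from the one used to make the table.

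The numbers in the library titles fall into 4 series, each within a single diet. Among the HFD libraries, the lower-numbered series holds 3 controls and 1 mutant, and the higher-numbered series holds 3 mutants and 1 control. Among the chow libraries, one series holds 2 controls and 1 mutant and the other holds 2 controls and 3 mutants. The labels do not state what the numbers mean. The series was used as a term in an alternative fit of the genotype contrasts. The diet contrasts allow no such term, because each series lies within 1 diet.

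The alternatives tried were median-of-ratios size factors, no filter on low values, a filter at 5 or more in at least 4 libraries, library weights (limma arrayWeights), a pseudocount of 0.1, only the compared groups in the fit, removal of the 20 most abundant genes with recomputed scaling, a fold-change minimum, the number series as a term, and leaving out each library in turn. For the lists, the rotation test fry and camera with an estimated correlation were used as well. Diet contrasts restricted to HFD libraries of a single number series were added after seeing the data.

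The fit was tested on simulated data with the means and spreads of the 12704 genes. Of 200 genes changed by 2 on the log2 scale in 1 group, 94.5% were recovered, and 5.5% of the calls were false. The same simulation without any change gave 0 calls. With 1 list raised by 1, camera called that list in the 3 contrasts that involve the changed group and called 0 other lists. The simulated genes varied independently, so the simulation does not test how often camera calls lists of correlated genes.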

Results

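The data comprise 16 liver libraries, with 4 mice in each of 4 groups: control and mutant females on chow, and control and mutant females after 17 weeks of HFD. Mutants lack oestrogen receptor alpha in part of the hypothalamus and have high bone mass, which HFD lowers. Other tissues of the same study were not analysed here. Column totals of the normalised table averaged 933330 ± 19060 (SD, n = 4) in controls on chow, 989000 ± 63650 in mutants on chow, 1056100 ± 81160 in controls on HFD and 995170 ± 43880 in mutants on HFD. Between 11834 and 12443 genes reached a value of 1 in a library. The 20 most abundant genes held between 29.8% and 35.8% of the signal. All values are size-factor-adjusted TPM, and their sequencing depth is unknown.

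Libraries of one group correlated with a median Spearman coefficient of 0.973 across genes, against 0.967 for libraries of different groups. Within HFD, the number series in the library titles separated libraries more than genotype did. HFD pairs from the same series and different genotypes had a median coefficient of 0.977 (6 pairs), and pairs of the same genotype from different series had 0.960 (6 pairs). The first principal component held 27.6% of the variance and set the 4 libraries of the lower-numbered HFD series apart from the remaining 12. The second held 19.9% and was highest in Mutant_Chow replicates 1 and 2.

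**Figure D1:**
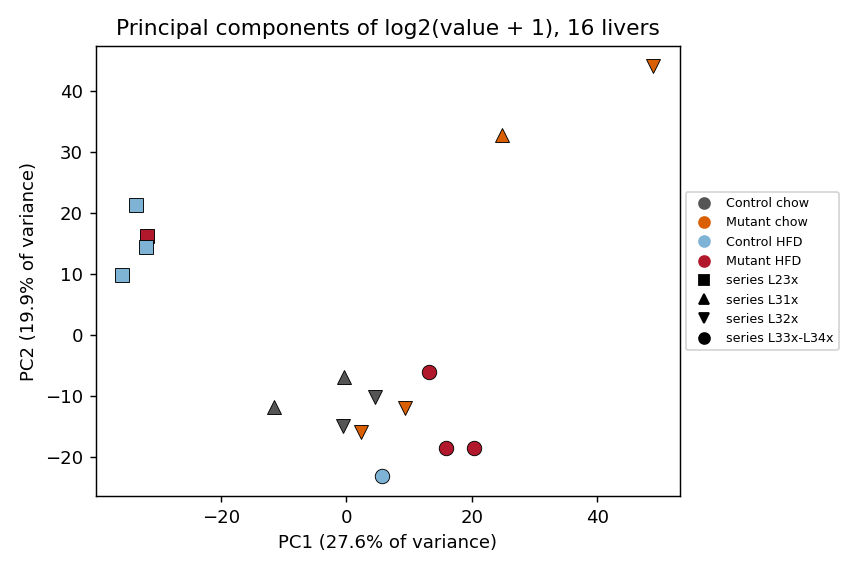
Principal components of log2(value + 1) over the 12704 tested genes, with each point 1 liver, colour for group and symbol for number series. The 4 libraries of the lower-numbered HFD series (squares), 3 controls and 1 mutant, sit at the left, apart from the other HFD libraries (circles).

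Esr1, the targeted gene (ENSMUSG00000019768, GRCm38 chromosome 10, 4611593 to 5005614, plus strand, protein-coding), was measured first. The targeting is in the brain, so its liver level does not check the labels. Esr1 was 11.7 ± 3.45 in controls on chow and 13.7 ± 5.54 in mutants on chow (SD, n = 4), a log2 fold change of 0.17 with a standard error of 0.344 (limma adjusted p = 0.998). On HFD it was 7.21 ± 0.825 in controls and 17.7 ± 7.6 in mutants, a log2 fold change of 1.059 with a standard error of 0.344 (limma adjusted p = 0.527). In mutants on HFD, 3 libraries held between 20.5 and 22.9 and replicate 1 held 6.42. Without Mutant_HFD replicate 1 the log2 fold change was 1.46 (limma adjusted p = 0.0145), and with library weights it was 1.39 (limma adjusted p = 0.00196). The weighted fit counted Mutant_HFD replicate 1 less, with a weight of 0.329. Over the 16 alternatives the adjusted p from limma ranged from 0.00196 to 1. Mutant_HFD replicate 1 is the only mutant of the lower-numbered series. With the number series as a term, the log2 fold change was 0.67 with a standard error of 0.35. The exact permutation test of the 4 against 4 libraries gave a two-sided p of 0.629 on chow and 0.114 on HFD. Esr1 differed between diets by -0.59 in controls (limma adjusted p = 0.48) and by 0.30 in mutants (limma adjusted p = 0.919). Its interaction estimate was 0.89 (limma adjusted p = 0.895). The diet difference in mutants was 0.70 without Mutant_HFD replicate 1 and 0.49 without Mutant_Chow replicate 1. It was 0.14, 0.17 and 0.19 without Mutant_HFD replicate 2, 3 and 4, and 0.19 and 0.09 without Mutant_Chow replicate 3 and 4. With library weights it was 0.83 (limma adjusted p = 0.25) and the interaction was 1.41 (limma adjusted p = 0.055), and with the series term the interaction was 0.41. No difference in Esr1 passed the threshold in the fit of all 16 libraries. The sign of the chow difference changed without Mutant_Chow replicate 1 (-0.02) and without Control_Chow replicate 3 (-0.01). It was 0.04 without Mutant_Chow replicate 2, 0.28 without Mutant_Chow replicate 3, 0.37 without Mutant_Chow replicate 4 and 0.32 without Control_Chow replicate 4.

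**Figure D2:**
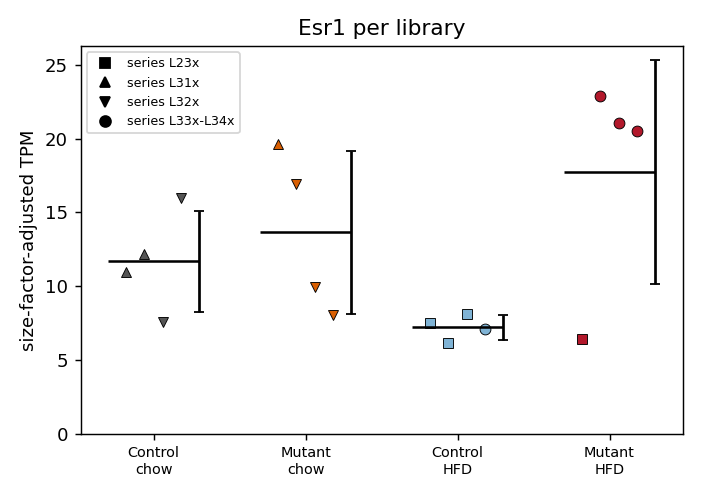
Esr1 in size-factor-adjusted TPM for each of the 16 livers by group, with symbols for number series, horizontal lines for group means and bars for 1 SD. Mutant_HFD replicate 1, at 6.42, lies below the other 3 mutants on HFD, which lie between 20.5 and 22.9.

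Fst (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951, minus strand), which encodes follistatin, was the other gene of interest with values. It was 7.07 ± 5.05 in controls on chow, 6.76 ± 4.77 in mutants on chow, 3.90 ± 2.98 in controls on HFD and 5.80 ± 2.73 in mutants on HFD (SD, n = 4). Its log2 fold changes were -0.05 for genotype on chow, 0.55 for genotype on HFD, -0.68 for diet in controls, -0.07 for diet in mutants and 0.60 for the interaction, with limma adjusted p-values of 0.571 or more. The chow difference was 0.32 without Control_Chow replicate 2, 0.17 without Mutant_Chow replicate 3 and 0.20 without Mutant_Chow replicate 4, and -0.41, -0.17, -0.08 and -0.40 without Mutant_Chow replicate 1, Mutant_Chow replicate 2, Control_Chow replicate 1 and Control_Chow replicate 4. On HFD it was 0.92 without Control_HFD replicate 1, 0.35 without Control_HFD replicate 3 and 0.31 without Mutant_HFD replicate 1. The diet difference in controls was -1.04 without Control_HFD replicate 1, -1.02 without Control_Chow replicate 4 and -0.30 without Control_Chow replicate 2. The diet difference in mutants was 0.28 without Mutant_Chow replicate 1, 0.04 without Mutant_Chow replicate 2 and 0.13 without Mutant_HFD replicate 4, and -0.32, -0.03, -0.29 and -0.33 without Mutant_HFD replicate 1, Mutant_HFD replicate 3, Mutant_Chow replicate 3 and Mutant_Chow replicate 4. The interaction was 0.97 without Control_HFD replicate 1, 0.96 without Mutant_Chow replicate 1 and 0.95 without Control_Chow replicate 4. It was 0.23, 0.35, 0.36, 0.39 and 0.40 without Control_Chow replicate 2, Mutant_Chow replicate 4, Mutant_HFD replicate 1, Mutant_Chow replicate 3 and Control_HFD replicate 3. Adjusted over the list alone, Esr1 on HFD had a p of 0.0148 among the 2 genes of interest with values, and over all tested genes it had 0.527. Ccn3, Grp, Penk and Nkx2-1 were not analysed here.

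Genotype on chow asked which liver genes differ in the state with high bone mass. Of 12704 genes, 3 passed the threshold and all 3 were higher in mutants, while 772 had an unadjusted p under 0.05 (424 without Mutant_Chow replicate 2 and 1242 without Mutant_Chow replicate 3). Rps7 (ENSMUSG00000061477, chromosome 12, 28630854 to 28635953, minus strand) was 18.3 ± 1.92 in controls and 171.3 ± 28.1 in mutants, a log2 fold change of 3.15 with a standard error of 0.169 (limma adjusted p = 7.2e-08). Sult1e1 (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594, minus strand), an oestrogen sulfotransferase, was 0.552 ± 0.344 in controls and 9.83 ± 6.71 in mutants, a log2 fold change of 2.62 with a standard error of 0.362 (limma adjusted p = 0.0163). Crybg2 (ENSMUSG00000012123, chromosome 4, 134060815 to 134092504, plus strand) was 0.744 ± 0.211 in controls and 7.56 ± 4.25 in mutants, a log2 fold change of 2.15 with a standard error of 0.313 (limma adjusted p = 0.02). Each of the 3 was higher in all 4 mutants than in any control, as the rule for naming genes required. Leaving out Mutant_Chow replicate 3 moved the count most, to 14 genes, and it was 5 without Mutant_Chow replicate 4. The count was 1, Rps7, without Control_Chow replicate 1, 2 or 4 or Mutant_Chow replicate 1, with the number series as a term, and with the filter at 5 or more. It was 2 without Control_Chow replicate 3. Sult1e1 did not pass in the fits without Control_Chow replicate 1, 2 or 4 or Mutant_Chow replicate 1 (limma adjusted p from 0.0618 to 0.112). Crybg2 did not pass without any 1 of the 4 controls or without Mutant_Chow replicate 1 or 2 (limma adjusted p from 0.0618 to 0.123). The adjusted p from limma was 0.0531 for both with the number series as a term. In the fit of only the groups compared neither passed (limma adjusted p = 0.209 for Sult1e1 and 0.212 for Crybg2), and the 6 genes called there shared 1, Rps7, with these 3. With a pseudocount of 0.1 Sult1e1 did not pass (limma adjusted p = 0.056). Over the alternatives it ranged from 0.00107 to 0.209 for Sult1e1 and from 0.000213 to 0.212 for Crybg2.

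Genotype on HFD asked the same after the diet. Of 12704 genes, 2 passed the threshold, 1 higher and 1 lower in mutants, and 1092 had an unadjusted p under 0.05. Rps7 was 24.7 ± 6.81 in controls and 176.6 ± 24.8 in mutants, a log2 fold change of 2.81 with a standard error of 0.169 (limma adjusted p = 3.86e-07). Rps7-ps3 (ENSMUSG00000095597, chromosome X, 152909505 to 152910155, minus strand), a processed pseudogene of Rps7, was 412.0 ± 51.5 in controls and 190.8 ± 30.3 in mutants, a log2 fold change of -1.11 with a standard error of 0.141 (limma adjusted p = 0.0056), and it did not pass in the fit of only the groups compared (limma adjusted p = 0.149). On chow it was 324.7 ± 12.4 in controls and 194.2 ± 35.2 in mutants, a log2 fold change of -0.75 (limma adjusted p = 0.162), and it passed without Mutant_Chow replicate 2 (-0.87, limma adjusted p = 0.0419), with library weights (-0.85, limma adjusted p = 0.00609) and without the 20 most abundant genes (-0.85, limma adjusted p = 0.00885). The annotated transcript of the pseudogene is 99.4% identical to that of Rps7 over 651 aligned bases, with 4 mismatches, so the division of reads between the pair is uncertain. Their sum changed by 0.078 on chow and by -0.255 on HFD on the log2 scale, with pooled SDs of 0.171 and 0.186. Sult1e1 differed by 1.35 on HFD (limma adjusted p = 0.524) and Crybg2 by 0.74 (limma adjusted p = 0.565), and each was higher in all 4 mutants than in any control. Sult1e1 passed on HFD with library weights (1.28, limma adjusted p = 0.00625). Those weights were low for Mutant_HFD replicate 1 (0.329) and Control_HFD replicate 4 (0.228), so that fit separates genotype from number series poorly. The interaction of Sult1e1 was -1.26 and that of Crybg2 was -1.40 (limma adjusted p = 0.895 for each), so the difference between diets did not pass the threshold.

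**Figure D3:**
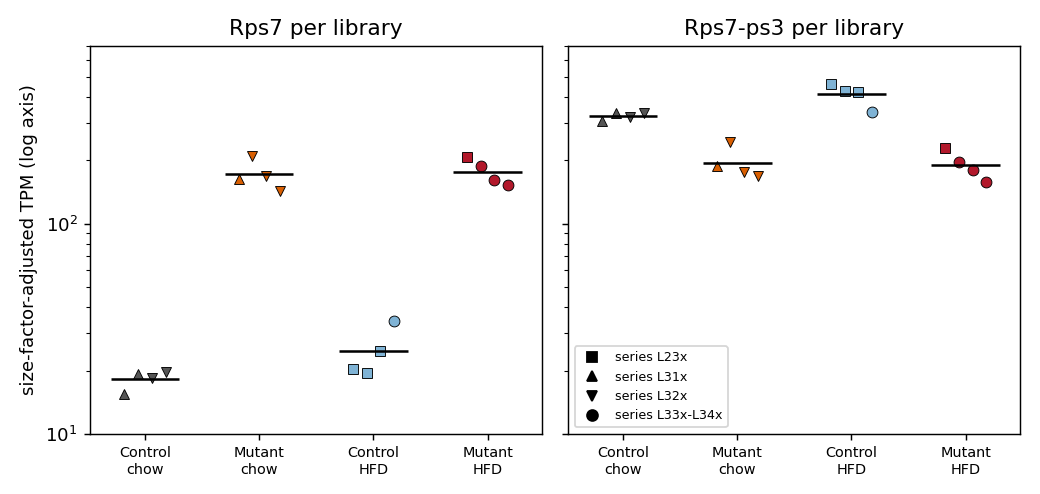
Rps7 and its pseudogene Rps7-ps3 in size-factor-adjusted TPM (log axis) for each of the 16 livers by group, with horizontal lines for group means. Rps7 lies between 15.5 and 34.3 in the 8 controls and between 142.6 and 209.9 in the 8 mutants, and Rps7-ps3 is lower in mutants.

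For genotype on HFD, library weights gave 3926 genes and leaving out Mutant_HFD replicate 1 gave 141 genes. The count was 3 without Control_HFD replicate 1, 4 without Control_HFD replicate 3 and 5 without Control_HFD replicate 4. With the number series as a term, the count was 2 genes, the same pair. At an unadjusted p under 0.05 there were 5472 genes with library weights, 568 with the series term, 3037 without Control_HFD replicate 4 and 2554 without Mutant_HFD replicate 1. There were 641 and 688 without Control_HFD replicate 2 and 3, and 571, 639 and 656 without Mutant_HFD replicate 2, 3 and 4. The weights were 0.329 for Mutant_HFD replicate 1 and 0.228 for Control_HFD replicate 4, the 2 libraries whose series is otherwise of the other genotype, against 0.908 to 2.10 for the other 6 HFD libraries. Within a series the comparison has 1 library of one genotype, which gives no within-series spread for that genotype. Between the series, with genotype in the fit, 3197 genes (25.2%) differed, 1718 higher and 1479 lower in the higher-numbered series.

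Diet in controls asked for the effect of HFD without the mutation. No gene of 12704 passed the threshold, while 1641 had an unadjusted p under 0.05, 813 of them higher on HFD. The smallest adjusted p was 0.0842. With library weights 2264 genes passed, without Control_HFD replicate 4 the count was 925, and without Control_Chow replicate 1 it was 2. Unadjusted, 3387 genes were under 0.05 without Control_HFD replicate 4, 1055 without Control_HFD replicate 2 and 1071 without Control_HFD replicate 3. Diet in mutants gave 0 genes, with 872 at an unadjusted p under 0.05, 344 of them higher on HFD. The smallest adjusted p was 0.105, and the count was 2 without Mutant_HFD replicate 1. Unadjusted, 1312 genes were under 0.05 without Mutant_Chow replicate 3. Each number series lies within 1 diet, so diet and series cannot be separated in a fit.

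The interaction asked whether the genotype effect depends on diet. No gene passed the threshold, and 535 genes (4.21%) had an unadjusted p under 0.05. That count was 3261 with library weights, 1761 without Control_HFD replicate 4, 1298 without Mutant_HFD replicate 1 and 818 without Mutant_Chow replicate 3, and 344 and 350 without Control_HFD replicate 2 and Mutant_HFD replicate 2. None of these fits had a gene past the adjusted threshold. The pattern that would follow bone mass, higher in mutants on chow than in controls and lower in mutants after HFD, was met by 0 genes at the adjusted threshold. At unadjusted p under 0.05 in both contrasts, 159 genes met it, 479 without Mutant_Chow replicate 3, 363 without Mutant_Chow replicate 4, 91 without Mutant_Chow replicate 1 and 66 without Mutant_Chow replicate 2. Both contrasts share the 4 Mutant_Chow libraries, and 100 simulations of unchanged groups gave a mean of 71.3 genes (range 54 to 103). Genes in these simulations varied independently. Splits of the chow libraries, the real one included, gave from 18 to 436 genes, and 11 of 70 gave at least 159.

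Genotype effects on chow and on HFD correlated across genes with a Spearman coefficient of 0.151 and a Pearson coefficient of 0.267. Diet effects in controls and mutants correlated with a Spearman coefficient of 0.257 and a Pearson coefficient of 0.231. Genes are not independent replicates, so no p-value is given. The jackknife standard errors over libraries were 0.115 and 0.1 for the genotype effects and 0.299 and 0.283 for the diet effects. Without Mutant_HFD replicate 1 the coefficients of the diet effects were -0.0076 (Spearman) and 0.0088 (Pearson). The Spearman coefficient of the genotype effects was 0.088 without Control_Chow replicate 1 and 0.0821 without Mutant_Chow replicate 2.

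Of the 75 tests of preset lists, 18 passed with camera at the preset correlation. None of the 18 passed under fry or with an estimated correlation, where 0 of 75 tests passed. At an unadjusted p under 0.05 there were 28 tests with the preset correlation, 4 under fry and 1 with the estimated correlation. On chow, the acute-phase list was higher in mutants with a median log2 fold change of 1.22 over 15 genes (camera adjusted p = 4.18e-08). Its list mean was 7.41 ± 0.180 in controls and 8.86 ± 2 in mutants (SD, n = 4), and the mutants ranged from 7.24 to 11.6. Without Mutant_Chow replicate 2 the median was 0.38 and still passed (camera adjusted p = 0.000197). Inflammation and fibrosis genes were also higher (median 0.43), and fatty acid oxidation (median -0.24) and lipid droplet genes (median -0.22) were lower. These 3 calls changed with single libraries. The lipid droplet median with the number series as a term was -0.20 and did not pass (camera adjusted p = 0.0584), and inflammation had 0.32 (camera adjusted p = 0.0476). Without Control_Chow replicate 1 the medians were 0.13, -0.11 and -0.12 and none of the 3 passed. Without Mutant_Chow replicate 1 fatty acid oxidation (-0.10) and lipid droplets (-0.11) did not pass, and without Mutant_Chow replicate 2 inflammation (0.18) and lipid droplets (-0.18) did not pass. Fatty acid oxidation was -0.14 without Mutant_Chow replicate 2, -0.38 without Control_Chow replicate 2, -0.37 without Mutant_Chow replicate 4 and -0.41 without Control_Chow replicate 4. Inflammation was 0.73 without Mutant_Chow replicate 3 and 0.70 without Control_Chow replicate 4.

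On HFD, the female-biased list was higher in mutants, with a median of 0.87 over 23 genes (camera adjusted p = 3.25e-06), and the cholesterol synthesis list was higher with a median of 0.99 over 18 genes (camera adjusted p = 2.09e-05). With the number series as a term, the median of the female-biased list was 0.62 and that of cholesterol synthesis was 0.30 (camera adjusted p = 0.00278 and 0.355). Without Mutant_HFD replicate 2 the cholesterol synthesis median was 0.49. On chow the female-biased mean was between 6.88 and 7.39 in mutants and between 6.45 and 6.85 in controls (median 0.23, camera adjusted p = 0.183). Within the lower-numbered HFD series, it was 5.45 in the mutant and between 5.27 and 6.06 in the controls. Within the higher-numbered HFD series it was between 7.16 and 7.62 in the mutants and 5.92 in the control. Each number series lies within 1 diet, so the list differences between diets cannot be assigned to diet alone. In controls, cholesterol synthesis (median -1.39), female-biased genes (median -0.67) and lipogenesis (median -0.51) were lower on HFD than on chow. For each of these 3 lists, the real grouping had the largest absolute median of the 35 splits of the 8 libraries. The exact permutation p was 0.0286 two-sided, the smallest possible, and 0.571 after adjustment over 60 list tests. With 35 splits an adjusted value can pass only if many tests reach the smallest p, so 0.571 does not decide on these lists. The other lists called in contrasts of 2 groups had larger exact permutation p-values. These ranged from 0.0571 (lipid droplets, diet in mutants) to 0.4 (fatty acid oxidation, genotype on chow). They were 0.0857 for acute phase on chow, and 0.114 for female-biased genes and 0.143 for cholesterol synthesis by genotype on HFD. Lipogenesis did not pass without Control_HFD replicate 1 (-0.38), Control_Chow replicate 1 (-0.48) or Control_HFD replicate 4 (-0.43). In mutants, the acute-phase list (median -0.998) and cholesterol synthesis (median -0.77) were lower on HFD than on chow. Fatty acid oxidation (median 0.38) and lipid droplet genes (median 0.35) were higher. Without Mutant_HFD replicate 1, cholesterol synthesis in mutants changed by -0.36 and did not pass. Fatty acid oxidation did not pass without Mutant_Chow replicate 1 (0.17) or replicate 2 (0.23). The acute-phase median was -0.33 without Mutant_Chow replicate 2, and the lipid droplet median was 0.23 without Mutant_Chow replicate 1. Adjusted over the list alone, 14 of the 18 cholesterol synthesis genes passed for diet in controls and 9 of the 23 female-biased genes for genotype on HFD, and over all tested genes 0 did in either, with 16 and 9 at an unadjusted p under 0.05.

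In the interaction, the acute-phase (median -1.61) and inflammation and fibrosis lists (median -0.55) were lower, and the cholesterol synthesis (median 0.55), fatty acid oxidation (median 0.35) and female-biased lists (median 0.63) were higher. The acute-phase median was -0.88 without Mutant_Chow replicate 2. Cholesterol synthesis did not pass without Control_Chow replicate 2 (0.31) or Mutant_HFD replicate 2 (0.22), and was 1.08 without Mutant_HFD replicate 1, 0.90 without Control_Chow replicate 3 and 0.36 without Mutant_HFD replicate 3. Female-biased genes did not pass without Control_HFD replicate 1 (0.37) or Mutant_HFD replicate 4 (0.36), and were 1.19 without Mutant_HFD replicate 1. Fatty acid oxidation did not pass without Control_Chow replicate 1 (0.23), nor inflammation without Control_Chow replicate 1 (-0.42), Mutant_Chow replicate 2 (-0.31) or Control_HFD replicate 4 (-0.59). With the number series as a term, cholesterol synthesis was -0.15 and female-biased genes were 0.17, and neither passed, while acute phase (-1.19, camera adjusted p = 5.36e-05), fatty acid oxidation (0.28, camera adjusted p = 0.039) and inflammation (-0.40, camera adjusted p = 0.039) did.

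The remaining lists passed in no contrast in the fit of all 16 libraries without a series term. Their smallest adjusted p-values were 0.0548 for male-biased genes, 0.0562 for red blood cells, 0.0826 for lymphocytes, 0.150 for secreted proteins related to bone, 0.157 for interferon and for circadian genes, 0.377 for adipose tissue and 0.414 for gallbladder and bile duct. Male-biased genes passed with the number series as a term for genotype on chow (median -0.08, camera adjusted p = 0.0307) and on HFD (median -0.36, camera adjusted p = 0.00964). With that term red blood cells also passed for genotype on HFD (median 0.50, camera adjusted p = 0.0307), where the median without the term was -0.04. Lymphocytes passed on chow with median-of-ratios size factors (camera adjusted p = 0.0491). Of the secreted list, 0 of 34 genes passed in any contrast when adjusted over the list alone or over all genes, and at an unadjusted p under 0.05 there were 6 for genotype on chow, 0 for genotype on HFD, 6 for diet in controls, 5 for diet in mutants and 2 for the interaction. Of the 5 sex-check genes, 2 were tested. Ddx3y was between 0.0274 and 0.208 in every library, Kdm5d between 0.385 and 1.58 and Uty between 0.508 and 1.91. Too few genes were tested for pancreas (2 of 16) and skeletal muscle (2 of 10).

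Of the 57 list tests that did not pass in the fit of all 16 libraries, 21 passed with camera in at least 1 fit that left out a library of the groups compared, each named here with its median. For genotype on chow these were cholesterol synthesis without Control_Chow replicate 2 (0.57), circadian genes without Mutant_Chow replicate 3 (-0.20) and female-biased genes without Mutant_Chow replicate 2 (0.43). Also past the threshold were interferon without Mutant_Chow replicate 3 (0.27), lymphocytes without Mutant_Chow replicate 3 (0.38) or Control_Chow replicate 4 (0.48) and male-biased genes without Control_Chow replicate 3 (-0.18), Mutant_Chow replicate 3 (-0.14) or Mutant_Chow replicate 4 (-0.18). For genotype on HFD they were acute phase without Control_HFD replicate 3 (-0.39), lipogenesis without Mutant_HFD replicate 1 (0.69), Control_HFD replicate 2 (0.44) or Control_HFD replicate 3 (0.40) and male-biased genes without Control_HFD replicate 2 (-0.20), Control_HFD replicate 3 (-0.32), Mutant_HFD replicate 2 (-0.23) or Mutant_HFD replicate 3 (-0.22). Diet in controls added acute phase without Control_HFD replicate 3 (0.38), red blood cells without Control_Chow replicate 2 (0.79), Control_Chow replicate 4 (0.79) or Control_HFD replicate 4 (0.99) and inflammation and fibrosis without Control_HFD replicate 3 (0.46) or Control_Chow replicate 4 (0.47). Also past the threshold were interferon without Control_HFD replicate 3 (0.18) and lipid droplets without Control_HFD replicate 1 (0.31), Control_Chow replicate 1 (0.29) or Control_Chow replicate 2 (0.37). Diet in mutants added red blood cells without Mutant_HFD replicate 3 (0.51) and circadian genes without Mutant_Chow replicate 3 (0.29). Also past the threshold were inflammation and fibrosis without Mutant_Chow replicate 3 (-0.65) and lipogenesis without Mutant_Chow replicate 2 (-0.40) or Mutant_HFD replicate 2 (-0.40). The interaction added interferon without Mutant_HFD replicate 1 (-0.32), Control_HFD replicate 3 (-0.27) or Mutant_Chow replicate 3 (-0.33), lipogenesis without Mutant_HFD replicate 1 (0.75), Control_HFD replicate 2 (0.53), Control_HFD replicate 3 (0.49), Control_Chow replicate 3 (0.47), Mutant_Chow replicate 3 (0.62), Mutant_Chow replicate 4 (0.55) or Mutant_HFD replicate 4 (0.40) and lymphocytes without Control_Chow replicate 4 (-0.47).

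**Figure D4:**
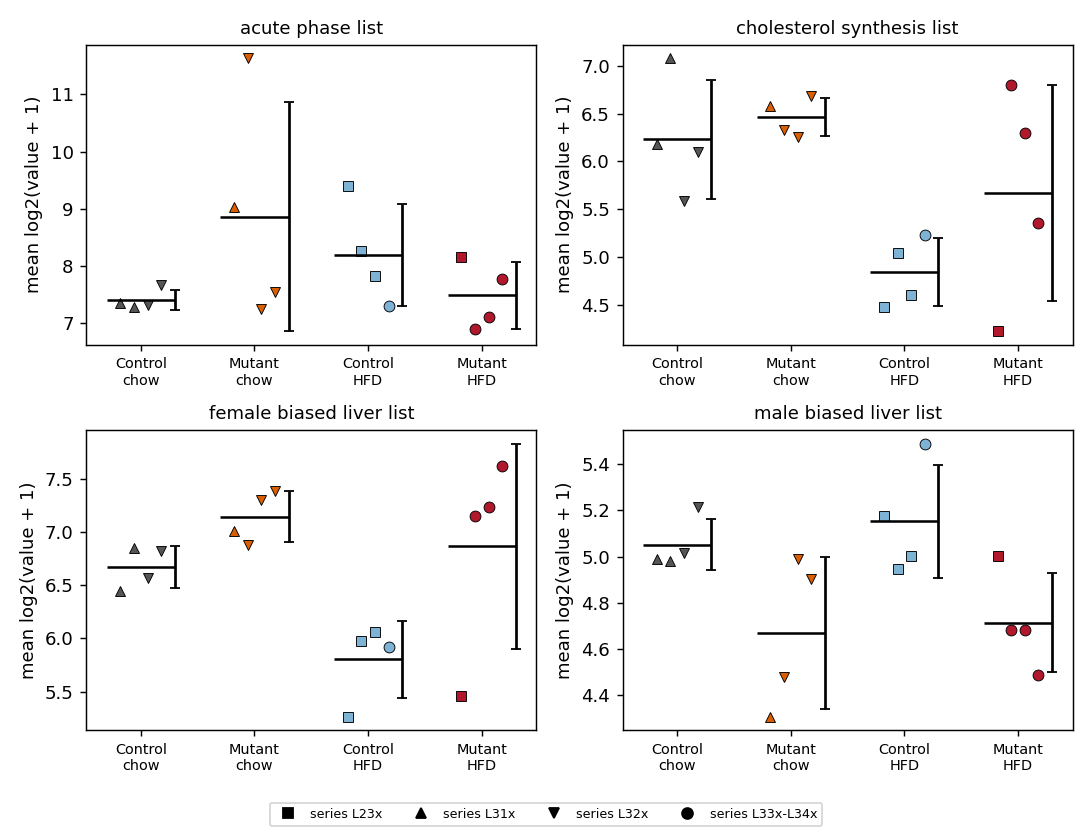
Mean log2(value + 1) of the acute-phase, cholesterol synthesis, female-biased and male-biased lists for each of the 16 livers by group, with symbols for number series, lines for group means and bars for 1 SD. In the acute-phase panel Mutant_Chow replicate 2 (11.6) and replicate 1 (9.04) lie above the controls on chow, and in the female-biased panel Mutant_HFD replicate 1 (5.45) lies among the controls on HFD.

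**Figure D5:**
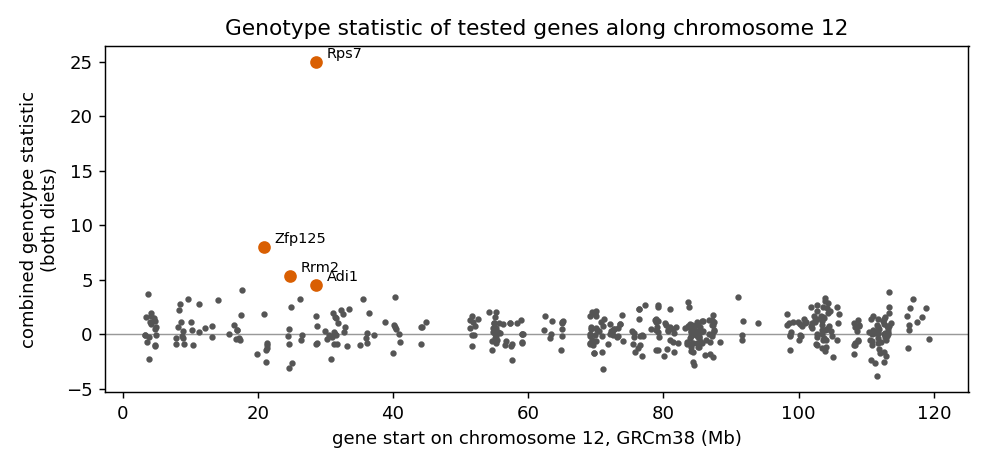
Combined genotype statistic of both diets, the sum of the 2 limma statistics divided by the square root of 2, against gene start on chromosome 12 (GRCm38, Mb), with each point 1 tested gene. Rps7 has a value of 25, and Zfp125, Rrm2 and Adi1, marked after their values were seen, lie between 20.9 and 28.7 Mb.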

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

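The tests of a mislabelled sample, of the mutants above the controls and of the interaction medians across splits were chosen only after the result was seen. Of 96 groups of 4 libraries examined for a value far from the others, 6 held one, against 4.8 that chance would give, so these 6 are close to what chance gives.

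Esr1 was 6.42 in Mutant_HFD replicate 1 and between 20.5 and 22.9 in the other mutants on HFD. A library of the wrong genotype would carry the Rps7 level of controls, which lay between 15.5 and 34.3. Rps7 in this library was 206.4, within the range of mutants, which argues against a genotype mislabel. It is also the only mutant of its number series. With the series as a term the genotype difference of Esr1 on HFD was 0.67 on the log2 scale, and since 1 library carries the comparison, series and the mouse itself cannot be told apart. A difference between mice stays open and was not tested.

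Fst was 8.32 in Control_HFD replicate 1 and between 1.85 and 2.80 in the other HFD controls. The mean of the acute-phase list was 7.67 in Control_Chow replicate 4 and between 7.29 and 7.35 in the other chow controls. The circadian list was 3.84 in Control_HFD replicate 1 and between 4.27 and 4.33 in the others. The secreted list was 6.25 in Control_HFD replicate 4 and between 6.54 and 6.57 in the others. That library is the only control of its number series. With genotype in the fit, the secreted list differed between the HFD series by a median of -0.00448 (camera adjusted p = 0.912). The male-biased list was 5.22 in Control_Chow replicate 4 and between 4.98 and 5.02 in the others. No other technical or biological explanation was tested for these 5 values. Clock genes are compared across all libraries below, which does not test the circadian value of Control_HFD replicate 1 by itself.

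Genotype effects differed between diets for 5 lists in the interaction test by camera: acute phase (median -1.61), cholesterol synthesis (0.55), fatty acid oxidation (0.35), female-biased genes (0.63) and inflammation and fibrosis (-0.55). None of these 5 passed under fry or with an estimated correlation. Of 100 splits drawn, 44 called as many lists in the interaction when adjusted over its 15 lists, so as many calls arise under other groupings of the libraries. A median as large, the real grouping included, came from 8 of the 100 for acute phase, 43 for cholesterol synthesis, 36 for fatty acid oxidation, 35 for female-biased genes and 20 for inflammation. With the number series as a term, acute phase (-1.19), fatty acid oxidation (0.28) and inflammation (-0.40) still passed, and cholesterol synthesis (-0.15) and female-biased genes (0.17) did not. Mutant_Chow replicates 1 and 2 lay below the chow controls in fatty acid oxidation (5.395 and 5.364 against 6.085 to 7.053). In inflammation they lay above them (3.195 and 3.827 against 2.08 to 2.898). Replicates 3 and 4 lay within the controls on both lists (6.633 and 6.573, 2.364 and 2.64). No fit left out both replicates 1 and 2, so these calls may rest on those mice. A diet-dependent effect of genotype stays open.

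The mean of the acute-phase list lay above every control on chow in 2 of the 4 mutants, replicates 1 and 2, while the others lay at 7.24 and 7.55 against controls between 7.29 and 7.67. Of the 15 genes of the list, 2 (Apcs and Itih4) were higher in all 4 mutants than in any control. Without Mutant_Chow replicate 2 the list median was 0.38 and still passed (camera adjusted p = 0.000197). Saa1 and Saa2 in replicate 3 (22.1 and 11.4) lay below every control (at least 30.48 and 23.02), and Lcn2 (25.4) lay among them (12.4 to 34.9). S100a8, S100a9 and Mt2 were higher in all 4 mutants (at least 8.22, 12.8 and 173.9) than in any control (at most 2.06, 5.76 and 56.9). These 6 genes were chosen after their values were seen and decide nothing. The list mean does not show a rise in replicates 3 and 4, and a rise too small to leave the range of the controls stays open. Across the 16 libraries the acute-phase and red cell list means had a Spearman rho of 0.368 (permutation p = 0.162, adjusted over 3 relations 0.162) and a Pearson r of 0.203 (permutation p = 0.473). Without the 2 libraries farthest from the median r was 0.126. On the red cell list, Mutant_Chow replicates 1 to 4 lay at 6.42, 7.11, 7.52 and 7.01, and the controls on chow between 6.06 and 7.42. Blood in the tissue piece stays open, since these values leave the relation undecided. Illness or handling of single mice stays open and was not tested.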

How the results depend on the processing

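Restricting the HFD libraries to a single number series was chosen only after the result was seen. The cause of each change below was not tested, except where fewer genes or fewer libraries follow from the alternative itself.

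Genes differing by genotype on chow numbered 3 with median-of-ratios size factors, a pseudocount of 0.1 or a fold-change minimum, and 4 without a filter or without the 20 most abundant genes. They numbered 1 under the stricter filter, where fewer genes were tested, 6 with library weights, 1 with the number series as a term, 6 with only the groups compared (1 of them, Rps7, among the 3), and from 1 to 14 across the fits that each left out a library (14 without Mutant_Chow replicate 3). Genes differing by genotype on HFD numbered 2 with median-of-ratios size factors, no filter, the stricter filter, the lower pseudocount, the fold-change minimum, the 20 most abundant genes left out and the series term. They numbered 3926 with library weights (2121 higher, 1805 lower), 1 with only the groups compared, and from 2 to 141 leaving out a library (141 without Mutant_HFD replicate 1). The weights were low for Mutant_HFD replicate 1 (0.329) and Control_HFD replicate 4 (0.228). With these counted less, genotype and number series largely coincide, and the series split gave 3894 genes. The count of 3926 is therefore no measure of genotype alone.

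Diet in controls gave 2264 genes with library weights, 4 with only the groups compared, 1574 with HFD libraries of one number series, from 0 to 925 leaving out a library (925 without Control_HFD replicate 4), and 0 under the other alternatives, against 1641 at an unadjusted p under 0.05. Diet in mutants gave 9 with library weights, 1 with only the groups compared, 4 with one number series, from 0 to 2 leaving out a library (2 without Mutant_HFD replicate 1), and 0 under the others, against 872 at an unadjusted p under 0.05. The interaction and the pattern of higher on chow and lower after HFD gave 0 under every alternative run, against 535 and 159 at an unadjusted p under 0.05. Those unadjusted counts moved too: for the interaction to 3261 with library weights and from 344 to 1761 leaving out a library (1761 without Control_HFD replicate 4), and for the pattern from 66 to 479 (479 without Mutant_Chow replicate 3).

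Of the 18 list calls, 0 passed under fry and 0 with an estimated correlation (4 and 1 tests at an unadjusted p under 0.05). From 13 to 29 passed leaving out a library (13 without Control_Chow replicate 1, 29 without Mutant_Chow replicate 3). Under the other settings 25 of 220 list values were weaker and 1 reversed: cholesterol synthesis in the interaction, -0.15 with the number series as a term. Of the 57 list tests that did not pass, 24 passed under some alternative, 21 of them leaving out a library. With the number series as a term these were male-biased genes on chow (-0.08) and HFD (-0.36) and red blood cells on HFD (0.50). With HFD libraries of one number series they were acute phase (0.60) and red blood cells (0.99) for diet in controls, and female-biased genes (0.35) and interferon (-0.22) for diet in mutants. Without the 20 most abundant genes the median of all genes was -0.11 for diet in controls and 0.15 for the interaction, against -0.01 for each with them.

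Among the named genes, 16 of 298 values were weaker, 6 stronger and 11 reversed. Esr1 on chow was -0.0151 with library weights and from -0.0242 to 0.37 leaving out a library. Fst on chow was 0.25 with the number series as a term and from -0.41 to 0.32 leaving out a library. Sult1e1 on chow did not pass with a pseudocount of 0.1 (limma adjusted p = 0.056), nor Sult1e1 or Crybg2 with only the groups compared (0.209 and 0.212). Sult1e1 on HFD passed with library weights (0.00625). Rps7-ps3 on HFD did not pass with only the groups compared (0.149), and on chow it passed with library weights (0.00609). Fst for diet in mutants was 0.0548 with library weights and from -0.33 to 0.28 leaving out a library. The correlation of diet effects between genotypes ranged from -0.0076 (without Mutant_HFD replicate 1) to 0.355.

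Alternatives listed for count data were not run, because the values are not counts. The fit of only the groups compared gives no separate value for the interaction, which uses all groups. Sult1e1 and Crybg2 have no value under the stricter filter. The unknown depth limits every statement on genes with low values, Sult1e1 and Crybg2 in controls among them.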

Other observations

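The tests of genotype in the series fit, of the clock score between series, of shared Rps7 reads, of genes near Rps7 and of Rps7 with the series term were chosen only after the result was seen, as were the exact tests of single genes and lists and the GC comparison across splits.

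The number series parted the HFD libraries. It was the only 1 of 35 splits of the 8 HFD libraries with as many genes past the threshold, 3894. With genotype in the fit 3197 genes differed between the series, which argues against unequal genotypes as the whole cause. With median-of-ratios size factors 3155 did. Those factors lay between 0.968 and 1.062, so they changed the values little and test scaling only weakly. The series term gave 0 genes between the 2 chow series, with 1478 at an unadjusted p under 0.05. Across genes the series effect had a Spearman correlation of -0.486 with GC content and 0.369 with transcript length. Genes are not independent replicates. Among HFD splits the median absolute correlation with GC was 0.22, and only the series split reached 0.469. The largest among chow splits was 0.267. A difference in library preparation or sequencing that acts through GC content or length is a candidate explanation. The score of antiphase clock genes differed by -0.18 between the series (exact permutation p = 0.543 two-sided, pooled SD 0.41). The antiphase relation behind this score was weak within HFD (r = -0.168), so time of collection stays open. Preset lists also differed between the series with genotype in the fit: cholesterol synthesis by a median of 1.23 (camera adjusted p = 0.000146), red blood cells by -1.08 (camera adjusted p = 0.0221) and female-biased genes by 0.62 (camera adjusted p = 0.0242). Different cohorts of mice, or different states of their livers, stay open beside a technical difference.

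Other splits of the same libraries were counted for each comparison, the real split included. For these counts lists were adjusted over the 15 lists of a contrast rather than over all 75 tests, which gives 5 lists for genotype on chow, 2 for genotype on HFD, 3 for diet in controls, 4 for diet in mutants and 5 for the interaction. For genotype on chow, 2 of 35 splits gave as many genes and 16 of 35 as many lists. For genotype on HFD, 2 of 35 gave as many genes and 29 of 35 as many lists. The other of those 2 is the split by number series, and with the series as a term the genotype count was 2. For diet in controls, 5 of 35 gave as many genes at an unadjusted p under 0.05 and 22 of 35 as many lists. For diet in mutants these were 11 of 35 and 25 of 35. For the interaction, 59 of 100 gave as many genes at an unadjusted p under 0.05. For the pattern of genes higher in mutants on chow and lower after HFD, 11 of 70 gave as many. For each correlation of effects across genes, 12 of 100 gave a Spearman coefficient as large.

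The absence of genes past the threshold for diet in controls may come from the spread between number series within the HFD group. With the 3 HFD controls of the lower-numbered series against the 4 on chow, 1574 genes passed. In that comparison diet and series cannot be told apart, so the count is no measure of diet. The corresponding comparison in mutants, with the higher-numbered series, gave 4 genes.

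Rps7 rose and Rps7-ps3 fell in mutants on both diets. The sum of the pair changed by 0.078 on chow and by -0.255 on HFD on the log2 scale, with a mean of -0.0883. Rps7 alone changed by 3.15 and 2.81. The share of the sum assigned to Rps7 was 5.32% and 5.83% in controls and 46.9% and 48.1% in mutants. A candidate explanation is that reads of the 99.4% identical pair were assigned differently, as a sequence difference in Rps7 between the genotypes could cause. The shares do not show which genotype would carry a variant. The number series is argued against, since Rps7 on HFD changed by 2.73 with the series as a term. A strain variant carried with the Cre allele predicts larger genotype statistics near Rps7, and is a further candidate explanation. The 50 genes within 10 Mb had a mean absolute statistic of 1.47, at percentile 99.5 of 436 windows, 2 of which were as large. Their median was at percentile 61.7, so the higher mean comes from part of the genes. Zfp125, Rrm2 and Adi1, chosen after their values were seen, had statistics of 8.05, 5.39 and 4.57. Whether Rps7 expression itself changed would need the reads at the mismatched bases, which were not used here.

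The female-biased list was higher in mutants on HFD with a median of 0.62 when the number series was a term. That median still passed (camera adjusted p = 0.00278). The 2 HFD series differed, since the mutant of the lower-numbered series (5.45) lay within its controls (5.27 to 6.06) and the mutants of the higher-numbered series (7.16 to 7.62) lay above their control (5.92). The series term separates genotype from series only if the genotype difference is the same in both series. With 1 library of one genotype in each series, that could not be checked, so a part played by series stays open. On chow, where both series hold both genotypes, all 4 mutants (6.88 to 7.39) lay above every control (6.45 to 6.85), but the list did not pass (camera adjusted p = 0.183, exact permutation p of the median 0.143).

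Clock genes varied between libraries of one group. The mean of Npas2, Clock and Cry1 and the mean of Nr1d1, Tef, Hlf and Per3 had a Spearman rho of -0.715 across the 16 libraries (permutation p = 0.00251, adjusted over 3 relations 0.00376) and a Pearson r of -0.867 (permutation p = 8e-05, adjusted 0.00012). Without the 2 libraries farthest from the median r was -0.682. Within diets r was -0.947 on chow (8 libraries) and -0.168 on HFD (8 libraries), so the relation was carried by the chow libraries. For Arntl and Dbp, chosen after their values were seen, r was -0.95 (permutation p = 2e-05, adjusted 6e-05) and rho was -0.856 (permutation p = 6e-05, adjusted 0.00018). Without the 2 libraries farthest from the median r was -0.846. Because Arntl and Dbp were chosen after their values were seen, their p-values decide nothing. Opposite movement of the 2 gene means on chow leaves collection at different times of day as a candidate explanation.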
